# Transcriptome dataset of ethylene-treated Klutuk Wulung banana

**DOI:** 10.1016/j.dib.2021.107376

**Published:** 2021-09-16

**Authors:** Fenny Martha Dwivany, Husna Nugrahapraja, Lutfi Dewi Nirmala Sari, Rika Rahma Putri, Cindy Novianti

**Keywords:** Banana, B genome, Ethylene, Klutuk Wulung, Ripening, Transcriptomics

## Abstract

Klutuk Wulung banana (*Musa balbisiana* Colla, BB Group) is a climacteric fruit whose ripening is influenced by ethylene production. This banana fruit has a relatively slow ripening process time and long shelf-life compared with A genome banana (*Musa acuminata*, AA). Bananas are usually harvested at a pre-climacteric stage and ripened artificially by exogenous ethylene. Hence, the application of exogenous ethylene at the pre-climacteric stage can accelerate the Klutuk Wulung banana ripening. However, there is no report regarding the effect of exogenous ethylene treatment on Klutuk Wulung banana global gene expression. The knowledge of global gene expression of ethylene treated Klutuk Wulung banana will help to understand this fruit ripening process. In this study, global gene expression data of untreated and ethylene treated Klutuk Wulung banana fruit during ripening were available. Total RNA was extracted from fruit pulp for differential expressed gene analysis using RNA-Seq. The RNA-Seq results obtained were ranged from 34,565,252 to 44,752,129 total reads, with 80.5% to 86.7% of reads were mapped against Klutuk Wulung banana genome reference derived from The Banana Genome Hub. In total, 29,968,128 to 37,776,907 transcripts were detected. The transcriptome data discussed in this article were deposited into NCBI's Gene Expression Omnibus (GEO) Series with an accession number GSE162077. These data can be used as information to identify gene candidates involved in fruit ripening for the application in banana postharvest program.

**Specification Table**

**Table:** 

Subject Area	Biological Sciences
Specific subject area	Fruit Ripening
Type of data	Transcriptomics data (abundance measurements derived from the data of RNA-seq)
How data were acquired	Illumina HiSeq. 2500 platform
Data format	Raw: fastq.gz files Processed Data: Tab-delimited text files with FPKM values
Parameters for data collection	Transcriptomics of Klutuk Wulung banana pulp of control (untreated) and ethylene-treated conditions
Description of data collection	Total RNA was extracted from pulp of control (untreated) and ethylene-treated Klutuk Wulung banana fruit, then was sequenced using Illumina Hiseq. 2500
Data source location	Bandung, West Java, Indonesia (6°53′28.9"S 107°36′38.3"E)
Data accessibility	NCBI's Gene Expression Omnibus (GEO) with GEO series accession number GSE162077 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE162077 Raw data are available at NCBI's Sequence Read Archive (SRA) database (accession number SRP293766) https://www.ncbi.nlm.nih.gov/sra?term=SRP293766

**Value of the Data**

• *Musa balbisiana* Colla is a B genome banana that has a slower ripening process and longer shelf-life than A genome banana. This data provides a potential genetic source for postharvest management.
• This data provides a comprehensive transcriptomic analysis using pair-end sequencing with two to three biological replicate datasets to understand the metabolic pathways affected by ripening and ethylene treatment.
• This data will help to explain the mechanisms of Klutuk Wulung banana fruit ripening and identify the genes that are expressed differently on ethylene treatment.

## 1 Data Description

Klutuk Wulung Banana (*Musa balbisiana* Colla, BB Group) is a climacteric fruit whose ripening is influenced by ethylene. The fruit has a relatively slower ripening process and longer shelf-life than A genome banana (*Musa acuminata*, AA Group). According to Maduwanthi and Marapana [1], bananas are usually harvested at the pre-climacteric stage and ripened artificially by exposure to exogenous ethylene. Plantain bananas (B-content genome) can only be consumed 18 days after harvest without being treated with ethylene at a storage temperature of 25–27 °C, while A genome banana can be consumed 6 days after harvest [2], [3], [4]–5]. Delays of finger-drop or release of fingers and hands from bunches due to maturity in B-content banana were also found in a study conducted by Imsabai et al. [6]. As a result, B genome bananas became the target of postharvest technology development programs with the characteristics of high-stress resistance and long ripening time-related traits [7].

Hence, the application of exogenous ethylene treatment can accelerate Klutuk Wulung banana fruit ripening and the biological process can be revealed by using transcriptomic analysis. In the previous study, the transcriptomic approach was successfully provided the transcriptome data and revealed global gene expression of chitosan-coated and uncoated banana fruit during ripening, hence provided data for identifying candidate genes involved in the delay of fruit ripening by chitosan coating [8]. Therefore, the transcriptomics data of ethylene-treated Klutuk Wulung banana is important to provide basic information for further candidate genes analysis involved in fruit ripening in response to ethylene treatment of B genome banana to design a better postharvest technology and management on bananas.

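Pulp RNA of Klutuk Wulung fruit was sequenced in 10 libraries, from fruit exposed to ethylene gas at 100 µl/L and from control fruit. The control group had 2 libraries on day 1 (replicates A and B) and 3 on day 7 (A, B and C). The ethylene-treated group had 2 libraries on day 1, which the paper names A and C and the sample labels number 1 and 2, and 3 on day 7 (A, B and C). Control day 1 A, control day 7 A and ethylene day 7 A were single-end libraries, and the other 7 were paired-end. The authors mapped the reads to the DH PKW v1.1 genome with Tophat2 2.1.0 and quantified each library with Cufflinks 2.2.1, which gives FPKM, fragments scaled by the length of the transcript and by the number of mapped fragments, with a lower and an upper bound for each locus. The values are therefore already scaled by length and by library size, separately in each library. The tables give no number of fragments. Widths of the bounds were summed over loci, on the assumption that they follow counting error. The sums correspond to between 11659693 (control day 7 B) and 14194186 (ethylene day 1 C) fragments per library. This is an estimate of size only, and the depth of 1 library relative to another was not read from the values. For the single-end control day 1 A it gave 11749366. The paper's column of transcripts detected, whose values match mapped reads, gives 32937172 there, so the estimate may be far too low.

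From there, log2(FPKM + 1) was compared between groups with limma, two-sided, with 1 estimate of the spread over the 4 groups and Benjamini-Hochberg adjustment within each comparison, at an adjusted p threshold of 0.05. The 356 annotated genes that were listed in all 10 libraries with a mean FPKM of at least 1 were tested. Because many loci carry names that differ between libraries, the loci of at least 300 bp were also merged into regions wherever they overlapped, with their FPKM summed, and 16821 regions with a mean FPKM of at least 1 were tested in the same way. The regions were chosen after it was seen how the libraries name their loci and before any test. Fold changes are on the log2(FPKM + 1) scale, which understates the change of genes with low FPKM.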

The data on this article were included the transcriptomics of ethylene-treated (100 µl/L) and untreated (control) of Klutuk Wulung banana (B genome banana). 

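On day 1, limma called 188 of the 356 genes between ethylene-treated and control fruit, 91 of them higher and 97 lower in ethylene-treated fruit, and 149 of these changed by at least 1 on the log2 scale. On day 7, it called 56 genes, 47 higher and 9 lower. Between day 1 and day 7, 26 genes were called in control fruit, 7 higher and 19 lower on day 7, and 160 in ethylene-treated fruit, 89 higher and 71 lower. Averaged over both days, ethylene gave 181 called genes, 99 higher and 82 lower. This excess of higher genes turned without control day 1 A and in paired-end libraries alone, where control day 1 has 1 library. The median log2 fold change of all genes for the average was -0.08. It was -0.16 without control day 1 A, -0.19 in paired-end libraries alone and 0.02 without control day 1 B. The effect of ethylene differed between day 1 and day 7 for 112 genes by the interaction term.

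Over the 16821 merged regions, limma called 7050 regions for ethylene on day 1, 2877 higher and 4173 lower, and 2264 on day 7, 1471 higher and 793 lower. Ripening from day 1 to day 7 gave 220 called regions in control fruit, 44 higher and 176 lower, and 4263 in ethylene-treated fruit, 2412 higher and 1851 lower. The average over days gave 7674 regions and the interaction 2391. Division by median-of-ratios size factors moved the median log2 fold change of all regions on day 1 from -0.24 to -0.03, and the called regions then numbered 3733 higher and 3348 lower, while with quantile normalization they numbered 3142 higher and 3328 lower, so that the excess of lower regions depended on the scaling. Median-of-ratios scaling also turned the excess for ripening in ethylene-treated fruit, to 78 higher and 90 lower genes and 2176 higher and 2385 lower regions. The median of all regions for this comparison went from 0.11 to 0.00. For ethylene on day 1 the excess over genes turned to 109 higher and 95 lower. Quantile normalization turned neither: it gave 76 higher and 72 lower genes and 1905 higher and 1817 lower regions for ripening in ethylene-treated fruit. For ethylene on day 1 it gave 96 higher and 98 lower genes.

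The count for control fruit moved most with which libraries entered the fit: with the libraries of control fruit alone in the fit, 1 gene and 3 regions were called. Without control day 7 C, 11 genes and 111 regions were called there, and without ethylene day 7 B 17 genes and 142 regions. The direction of the genes depended on single libraries, with 18 higher and 15 lower without control day 1 B, 1 and 25 without control day 1 A and 0 and 11 without control day 7 C, while lower regions outnumbered higher ones whichever library was left out. Leaving out control day 1 A gave 124 regions, control day 7 A 142, ethylene day 1 A 137, ethylene day 1 C 136 and ethylene day 7 C 132. For ethylene on day 7, 37 genes were called without ethylene day 7 A, 1367 regions without ethylene day 7 B and 1365 without ethylene day 7 C. The counts of lower calls varied more, in proportion, than those of higher calls. Lower genes and lower regions both rose in number without control day 1 A or B, fits that leave 1 library in that group. Without control day 7 B, 41 higher and 10 lower genes were called. The 47 higher and 9 lower genes became 36 and 1 without ethylene day 7 A, 38 and 3 without ethylene day 7 B, 39 and 2 without ethylene day 7 C and 47 and 3 without control day 7 C. The 1471 higher and 793 lower regions became 1132 and 235 without ethylene day 7 B, 1139 and 226 without ethylene day 7 C, 1278 and 388 without control day 7 A, 1178 and 509 without control day 7 B, 1291 and 489 without ethylene day 1 A and 1289 and 491 without ethylene day 1 C. On day 1, the excess of lower genes also depended on single libraries, with 108 higher and 77 lower without control day 1 B, 77 and 103 without control day 1 A, 75 and 63 without ethylene day 1 A and 77 and 67 without ethylene day 1 C. Lower regions outnumbered higher ones on day 1 whichever library was left out, with 2161 higher and 2744 lower without ethylene day 1 A. The interaction called 64 genes and 1160 regions without ethylene day 1 A and 62 genes and 1147 regions without ethylene day 1 C, and ripening in ethylene-treated fruit 2150 and 2126 regions without the same libraries. In these last fits, ethylene day 1 has a single library, which is assumed to vary like the other groups.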

The global gene expression changes from the transcriptomics during ripening of ethylene-treated and untreated Klutuk Wulung bananas were evaluated. The files of transcriptomics dataset, which were generated from 17 libraries of raw data and 10 sets of processed data, has been submitted to Gene Expression Omnibus (GEO) NCBI database [9].

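The 10 processed tables held 43558 to 53992 rows, 1 per locus, with its identifier, position and FPKM. Of these rows, 71.7% to 76.6% carried a name that Cufflinks gave to a locus assembled in that library, and the others carried an annotated identifier of the DH PKW v1.1 genome. Each table listed 10768 to 13075 annotated identifiers. Together they listed 18068, of which 6292 were in all 10 tables. The assembled names were numbered within each library: 22984 numbers occurred in all 10 tables, and 3960 of them lay on the same chromosome in all 10. Of the 18068 annotated loci, 10414 (57.6%) appeared at the same coordinates under an assembled name in at least 1 other table. The tables listed 285662 different pairs of start and end positions in all, and 13673 of these were in all 10. After merging of overlapping loci of at least 300 bp, 30802 regions remained, 27929 of them with a value in every library, and these held 97.8% to 99.1% of the FPKM of such loci. The annotated identifiers found in all 10 tables held 0.707% to 0.902%.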

Control and ethylene-treated Klutuk Wulung banana (*M. balbisiana* Colla, BB Group) RNA library were successfully sequenced and the raw data were deposited in NCBI's Sequence Read Archive (SRA) database with an accession number SRP293766 (https://www.ncbi.nlm.nih.gov/sra?term=SRP293766). The raw data statistics could be seen in Table 1. According to Table 1, total nucleotide, total reads, and GC percentage in this study are sufficient for further analysis since the values of total nucleotides and total reads are constant in each replicate. Moreover, good quality of RNA-Seq data using Illumina sequencing has a criterion of about 40– 50% GC content [6]. This GC percentage is almost similar in transcriptomic data analysis of 12 different tissues of *M. acuminata* and *M. balbisiana*, which ranged from 40 to 48% [10]. Moreover, RNA-seq analysis conducted by Dwivany et al. [8] found that the raw data statistics of control and chitosan-coated *M. acuminata* subgroup Cavendish fruit pulp has GC content of 48–51%. This suggests that these data could be used for further analysis, which continued to the transcriptome assembly and data analysis using Tophat2 [12,13] and Cufflinks [13,14] to get the processed data.

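In the FPKM values that Cufflinks gave, libraries of the same group were more alike than libraries of different groups. Over the merged regions, Pearson's r of log2(FPKM + 1) across regions had a median of 0.942 for the 8 pairs of replicates (0.922 to 0.972), 0.887 for the 12 pairs of the same treatment on the other day (0.848 to 0.935) and 0.826 for the 25 pairs of different treatments (0.698 to 0.870). Regions are not independent of each other, so these values describe the libraries and carry no test. Replicates of the same layout had a median r of 0.965 (3 pairs) and replicates of different layout 0.935 (5 pairs). Every library had a higher mean r with its own group than with the same treatment on the other day, except control day 1 B, whose mean r was 0.925 with the control libraries of day 7 and 0.922 with control day 1 A. Over the 356 genes, the median r was 0.922, 0.769 and 0.658 for the same 3 kinds of pairs. These medians pool both treatments: over genes, ethylene-treated libraries of day 7 had an r of 0.710 to 0.776 with control libraries of day 7, and 0.669 to 0.731 with ethylene-treated libraries of day 1. None of the 45 pairs of libraries held identical values.

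**Figure D1:**
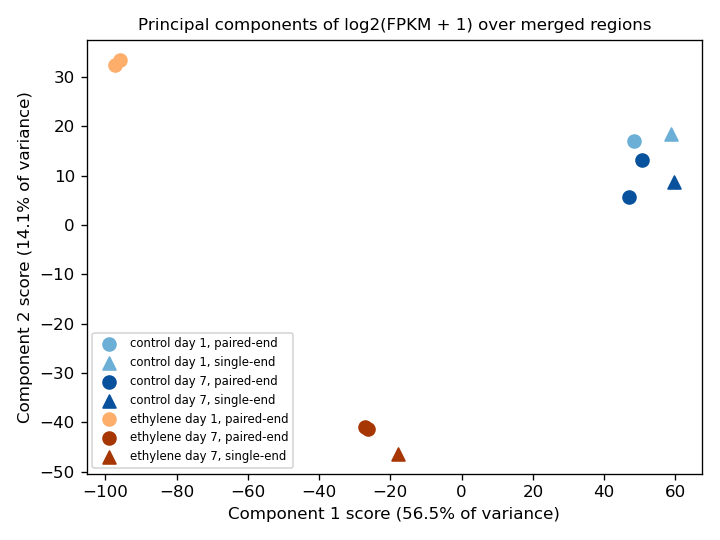
Scores of the 10 libraries on the first and second principal components of log2(FPKM + 1) over 16821 merged regions, which hold 56.5% and 14.1% of the variance. Colours give the group, circles paired-end and triangles single-end libraries. The ethylene-treated libraries of day 1 lie at -97.4 and -95.9 on component 1, and the control libraries of both days between 47.1 and 59.6.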

**Table 1:** The transcriptome's raw data output statistics of *Musa balbisiana* (BB Group) ‘Klutuk Wulung’ fruit. This data was generated from day 1 control (**K1**), day 1 ethylene-treatment (**E1**), day 7 control (**K7**), and day 7 ethylene-treatment (**E7**) of *Musa balbisiana* (BB Group) ‘Klutuk Wulung’ fruit in each replicate (replicate **A, B**, and **C**) of the paired-end experiment: forward reads (**1**) and reverse reads (**2**).

No.	Samples ID	Total Reads	Total Nucleotides	GC Percentage
1.	KLU_K1_A_2	12,375,633,236	40,978,918	48
2.	KLU_K1_B_1	13,550,373,976	44,752,129	46
3.	KLU_ K1_B_2	13,550,373,976	44,752,129	46
4.	KLU_K7_A_1	12,061,027,152	39,937,176	46
5.	KLU_K7_B_1	11,725,286,504	38,717,505	46
6.	KLU_K7_B_2	11,725,286,504	38,717,506	46
7.	KLU_K7_C_1	13,233,109,084	43,705,956	47
8.	KLU_K7_C_2	13,233,109,084	43,705,957	47
9.	KLU_E1_A_1	10,466,471,984	34,565,252	47
10.	KLU_E1_A_2	10,466,471,984	34,565,252	47
11.	KLU_E1_C_1	13,041,604,240	43,072,452	47
12.	KLU_E1_C_2	13,041,604,240	43,072,452	47
13.	KLU_E7_A_1	11,575,494,202	38,329,451	47
14.	KLU_E7_B_1	13,523,350,412	44,641,478	47
15.	KLU_E7_B_2	13,523,350,412	44,641,479	47
16.	KLU_E7_C_1	11,731,797,926	38,752,036	48
17.	KLU_E7_C_2	11,731,797,926	38,752,037	48

*All RNA-seq raw data can be accessed at NCBI's Sequence Read Archive (SRA) database (accession number: SRP293766).

The statistics summary of processed data is shown as dataset statistics of the mapping result and transcripts detection (Table 2). These data were available at NCBI's Gene Expression Omnibus (GEO) with accession number GSE162077 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE162077). In total, 29,968,128–37,776,907 transcripts were detected with 80.5– 86.7% mapped reads, which indicates a good mapping result. 

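Counted from the FPKM tables by identifier, 23919 (ethylene day 1 A) to 35370 (control day 7 A) loci per library had an FPKM of at least 1, with assembled loci included. Rows with a repeated identifier, 1107 to 1740 per library, were summed first, so a locus in these counts is 1 identifier. The count was 31678 ± 1821 in control fruit on day 1 (SD, n = 2), 30719 ± 4464 on day 7 (SD, n = 3), 24992 ± 1517 in ethylene-treated fruit on day 1 (SD, n = 2) and 27398 ± 4988 on day 7 (SD, n = 3). The single-end libraries had 33830 ± 1337 such loci (SD, n = 3) and the paired-end libraries 26600 ± 2720 (SD, n = 7), and each single-end library had more than every paired-end library (two-sided exact permutation test, p = 0.0167, the smallest that 3 libraries against 7 allow, or 0.0563 after Benjamini-Hochberg adjustment over 27 comparisons of library measures). With days and layouts pooled, control libraries had 31102 ± 3327 and ethylene-treated libraries 26435 ± 3841 (SD, n = 5 each, exact permutation test, p = 0.103), a test that takes neither the layout nor the day into account. On day 7 the ethylene-treated library had fewer such loci than the control library of the same letter for A (33153 and 35370), B (24325 and 30316) and C (24716 and 26470). A two-sided exact permutation test within these 3 pairs, added later, gave p = 0.25, the smallest that 3 pairs allow. Among paired-end libraries alone, the 4 ethylene-treated libraries had 24756 ± 931 and the 3 control libraries 29059 ± 2242 (SD, exact permutation test, p = 0.0571, the smallest that 4 libraries against 3 allow). Counting every identifier with an FPKM above 0 gave 33786 to 44854 per library. The paper reads the mapped share in its Table 2 as a good mapping result.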

According to Trapnell et al. [13] a good mapping result has a minimum mapped value of 70% to genome reference. Venkataramana et al. [11] also found that 75.55% *M. balbisiana* transcripts of 12 different tissues were mapped against the whole genome reference which could be used for further analysis. Moreover, Dwivany et al. [8] also found that the transcripts of Cavendish banana (*M. acuminata*) fruit pulp were 75.8– 83.8% mapped against the genome reference. Hopefully, this data could be used as a basic information to further analysis of gene candidates involved in fruit ripening using RNA-Seq data, especially on B genome bananas.

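The files pair no gene names with their identifiers, so genes are given by identifier, and 2 that rose and 2 that fell with ethylene on day 7 were chosen by a rule on size set before the data were examined. Mba05_g22280.v1.1 lies on chromosome 5 of DH PKW v1.1 from 34873809 to 34875507. Its FPKM was 0.407 ± 0.199 in control fruit on day 7 (SD, n = 3) and 58.1 ± 4.42 in ethylene-treated fruit (SD, n = 3), a log2 fold change of 5.40 (standard error 0.144, limma adjusted p = 8.04e-09). On day 1 its FPKM was 0.332 ± 0.0878 in control fruit (SD, n = 2) and 815 ± 14.8 in ethylene-treated fruit (SD, n = 2), a log2 fold change of 9.26 (standard error 0.177, limma adjusted p = 3.68e-10). Mba10_g02630.v1.1 lies on chromosome 10 from 10910406 to 10910657. On day 7 its FPKM was 40.6 ± 5.52 in ethylene-treated fruit (SD, n = 3), with 0.202 ± 0.351 in control fruit (SD, n = 3), a log2 fold change of 5.14 (standard error 0.306, limma adjusted p = 1.92e-06). It was listed at 0 in control day 7 B and C and in both control libraries of day 1, and at 7.70 ± 4.74 in ethylene-treated fruit (SD, n = 2). Both genes stayed past the threshold under all 23 alternatives.

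Mba02_g10600.v1.1 lies on chromosome 2 from 23355790 to 23356149. Its FPKM fell from 3.44 ± 1.20 in control fruit on day 7 (SD, n = 3) to 1.17 ± 0.243 in ethylene-treated fruit (SD, n = 3), a log2 fold change of -1.0 (standard error 0.252, limma adjusted p = 0.0243). Mba10_g03320.v1.1 lies on chromosome 10 from 17614121 to 17638236. It had 2.70 ± 0.909 in control fruit on day 7 (SD, n = 3) and 0.827 ± 0.265 in ethylene-treated fruit (SD, n = 3), a log2 fold change of -1.0 (standard error 0.248, limma adjusted p = 0.0228). Its lower bound was 0 in the 3 ethylene-treated libraries of day 7, with upper bounds of 1.79 to 2.70. In control day 7 B its bounds were 0 and 4.69. The bounds of ethylene-treated and control libraries of day 7 therefore overlapped for this gene. For Mba02_g10600.v1.1 bounds overlapped too. Those of ethylene day 7 A, 0 and 2.59, overlapped those of every control library of day 7, whose lower bounds were 0.851 to 2.25. Those of ethylene day 7 C, 0.0940 and 1.69, overlapped those of control day 7 B only. Mba02_g10600.v1.1 passed the threshold under 15 of 22 alternatives, with adjusted p up to 0.193, and Mba10_g03320.v1.1 under 16 of 22, with adjusted p up to 0.166. Both kept a negative log2 fold change throughout. Each was lost without a filter, in paired-end libraries alone, and without ethylene day 7 A, ethylene day 7 C or control day 7 C. Mba02_g10600.v1.1 was also lost without control day 7 A or ethylene day 7 B, and Mba10_g03320.v1.1 with the replicate letters as a block (limma adjusted p = 0.0505).

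**Figure D2:**
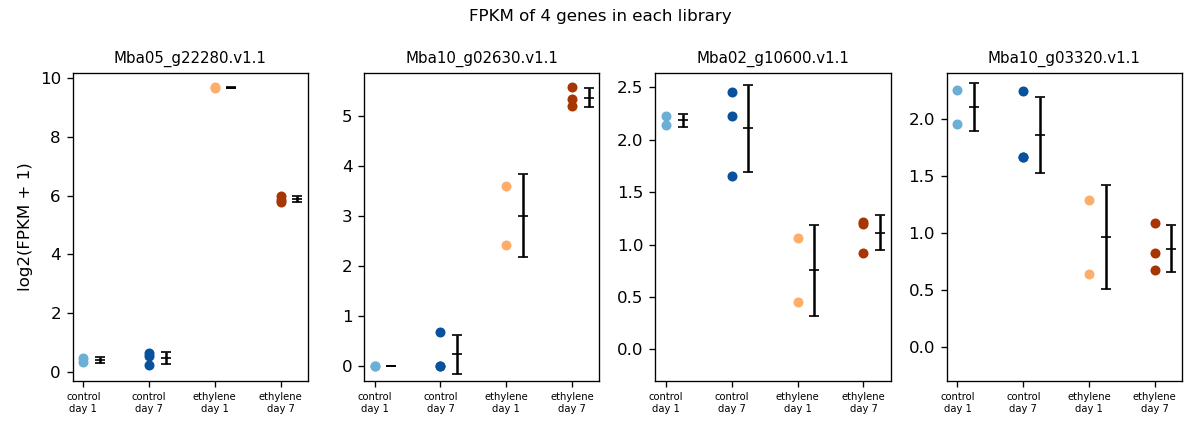
log2(FPKM + 1) of the 4 genes in each of the 10 libraries, by group. Points are libraries, and the black mark and bar beside them give the mean and SD. For Mba05_g22280.v1.1, the ethylene-treated libraries of both days lie above all control libraries.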

**Table 2:** Result of mapping and transcripts detection of *Musa balbisiana* (BB Group) ‘Klutuk Wulung’ fruit transcriptome**.** This data was generated from day 1 control (**K1**), day 1 ethylene-treatment (**E1**), day 7 control (**K7**), and day 7 ethylene-treatment (**E7**) of *Musa balbisiana* (BB Group) ‘Klutuk Wulung’ fruit.

No.	Sample	Mapped Reads (%)	Transcripts Detected	Accession Number
1.	KLU_K1_A*	80.5	32,937,172	GSM4932720
2.	KLU_K1_B	84.4	37,776,907	GSM4932721
3.	KLU_K7_A*	81.1	32,377,792	GSM4932722
4.	KLU_K7_B	84.3	32,627,611	GSM4932723
5.	KLU_K7_C	85.4	37,339,078	GSM4932724
6.	KLU_E1_A	86.7	29,968,128	GSM4932725
7.	KLU_E1_C	86.3	37,161,983	GSM4932726
8.	KLU_E7_A*	81.6	31,245,382	GSM4932727
9.	KLU_E7_B	84.7	37,815,595	GSM4932728
10.	KLU_E7_C	86.5	33,533,434	GSM4932729

⁎ Single-end experiment.

## 2 Experimental Design, Materials and Methods

### 2.1 Plant materials

Klutuk Wulung banana (*M. balbisiana* Colla, BB Group) was harvested from Dago, Bandung, West Java, Indonesia (6°53’28.9”S, 107°36’38.3” E). The criteria for Klutuk Wulung banana used in this study were the relative similarity of fruit skin color, physiological age, and fruit size, and also the absence of fungal infection or physical defects as described by Lustriane et al. [5] regarding the sorting of bananas for research purposes. The fruit then was randomly divided into two groups, i.e. a control group (without ethylene treatment; encoded with *K*) and an ethylene treatment group (encoded with *E*). For the ethylene treatment group, 100 µl/L exogenous ethylene gas was exposed to bananas and carried out in a glass container [15]. Then, the bananas were incubated for 24 h and stored outside the container at room temperature (26 °C ± 1 °C) for 7 days.

### 2.2 Total RNA isolation, library preparation, and sequencing

Total RNA of Klutuk Wulung banana was extracted from banana pulp on the first day (duplicates) and seventh day (triplicates) of fruit ripening using Cordeiro et al.’s method [16]. The RNA concentration was measured using NanoDrop spectrophotometer (Eppendorf BioSpetometer® Kinetic) at the wavelength of 230, 260, and 280, then performed rRNA bands check using electrophoresis technique on 1.5% agarose gel. RNA was then purified from DNA contaminant using DNAseI kit from Thermo Scientific (Catalog Number: EN0521). The RNA library from Klutuk Wulung was constructed using TrueSeq RNA Sample Prep KIT v2 and was sequenced using Illumina platform HiSeq 2500.

Quality control of each sample was managed to examine

### 2.3 Transcriptome assembly and data analysis

Raw sequence quality of each samples were checked using FastQC V0.11.8 program in order to get clean reads from possible Illumina adapters, low base score sequences, and PCR contaminations [10]. The adapter sequence was removed from the raw data by using Trimmomatic V0.38.0 program [17]. Mapping of clean reads were conducted using the Tophat2 V2.1.0 program [12,13] with genome reference *Musa balbisiana* DH PKW V1.1 from The Banana Genome Hub (https://banana-genome-hub.southgreen.fr/organism/Musa/balbisiana) [18]. 

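FPKM scales by length, and the value of 1 fragment rose as assembled loci got shorter, though not by length alone. Loci under 300 bp held 14.3% ± 3.18 of all FPKM in the single-end libraries (SD, n = 3) and 76.7% ± 28.6 in the paired-end libraries (SD, n = 7, two-sided exact permutation test, p = 0.0167, or 0.0563 after Benjamini-Hochberg adjustment over 27 comparisons). The highest FPKM of control day 1 B was 8339530, at a locus of 30 bp on chromosome 6 from 37478203 to 37478232, with bounds that correspond to 11.9 fragments if they follow counting error. In control day 1 A, the single-end library of the same group, this locus had an FPKM of 9221, and its bounds correspond to 22.0 fragments in the same way. At this 1 length, 1 fragment was thus worth 700236 FPKM in control day 1 B and 419 in control day 1 A. Because of such values at short loci, the merged regions were built from loci of at least 300 bp. Among loci with an FPKM of at least 1, the upper bound was a median of 1.14 to 1.24 times the value, depending on the library.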

The mapped reads aligned to the annotated loci, then were normalized and quantified into FPKM value using Cufflinks V2.2.1 [13,14].

## Credit Author Statement

**Fenny Martha Dwivany:** Project administration, Conceptualization, Methodology, Validation, Writing – original draft; **Husna Nugrahapraja:** Resources, Data Curation, Validation, Methodology; **Lutfi Dewi Nurmala Sari:** Formal Analysis, Conducted the experiment; **Rika Rahma Putri:** Formal Analysis, Conducted the experiment, Writing - original draft; **Cindy Novianti:** Writing – review & editing.

## Declaration of Competing Interest

No conflict of interests declared.

How the deposited data were processed for this re-analysis (not part of the article)

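RNA from the pulp of control and ethylene-treated Klutuk Wulung fruit was measured in 10 libraries, 2 per treatment on day 1 and 3 per treatment on day 7. The authors checked the reads with FastQC, trimmed adapters with Trimmomatic, mapped the reads with Tophat2 2.1.0 to the DH PKW v1.1 genome and quantified each library with Cufflinks 2.2.1. The authors deposited FPKM values, 1 table per library, with a lower and an upper bound and a status for each locus. Strand, multi-mapping and assembly options are not given in the sources used here. The tables mix annotated identifiers with loci that Cufflinks assembled and numbered in each library separately.

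Positions in the tables were written 1-based. Annotated identifiers found in all 10 tables formed the main set of features, with a filter of a mean FPKM of at least 1 over all libraries. Loci with the same coordinates in all tables, and regions made by merging overlapping loci of at least 300 bp, were added after it was seen how the tables name loci. A merged region can join neighbouring genes, and its FPKM is a sum over loci of different lengths. log2(FPKM + 1) was tested with limma 3.58.1 in R 4.3.3, with a means model of the 4 groups, a variance trend, and Benjamini-Hochberg adjustment within each of 6 contrasts. Tests on single library measures were two-sided exact permutation tests in scipy 1.17.1, adjusted over 27 comparisons. The code was tested on simulated data with changes of 2 on the log2 scale: for ethylene on day 1 it recovered 87.5% of 40 changed genes among 356 and 74.5% of 200 changed regions among 16821, and for ethylene on day 7 90.0% and 86.5%.

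Low FPKM values were inspected for steps of whole fragments. The bounds of 90.6% to 92.5% of rows with few fragments corresponded to a whole number within 0.01. Counts were not rebuilt from the bounds, and no count test was run. The ratio between libraries of what 1 fragment was worth varied between loci, so relative depth was not read from these values. For control day 1 A divided by control day 1 B, it had a median of 0.979 with quartiles of 0.681 and 1.20 over 248 loci.

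The genes named in the text were the 2 that rose and the 2 that fell with the largest log2 fold change for ethylene on day 7, among those past the threshold whose ethylene-treated and control libraries did not overlap. A table of RefSeq genes was available for the organism, but all its symbols equal its locus tags, so the planned test of ripening gene classes was not run and no gene names are given. That table's spans match those in the authors' tables on chromosomes 1 to 6, 8, 9 and 11 for 94.3% to 99.9% of annotated identifiers and on chromosomes 7 and 10 for 0%, so coordinates were taken from the authors' tables alone.

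The paper's replicate letters were checked for pairing by the correlation, over features, of the deviations of 2 libraries from their group means. For ethylene on day 7, the same-letter pairs A, B and C gave 0.507, 0.318 and 0.248 over genes, all above 0.1. Control C with ethylene B also passed, at 0.136, and control B with ethylene C gave 0.00779. Over all comparisons, 6 of 25 pairs of different letters passed over genes. Deviations within a group sum to 0, so a shared deviation of the A libraries also raises r among the B and C libraries. The values therefore cannot settle whether the letters pair these libraries. The sources do not say what a letter marks, and both A libraries are single-end, so the A pair cannot be separated from the layout. Over regions the pairs gave 0.332, 0.0310 and 0.118, which does not reach 0.1 for B.

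The alternatives were other pseudocounts (0.1 and 5), other filters (none, and a mean FPKM of at least 5), median-of-ratios scaling, quantile normalization, layout as a term, paired-end libraries alone, replicate letters or numbers as a block, each library left out, other variance models, and the groups of a contrast alone.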

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

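The fits over genes with median-of-ratios scaling and with paired-end libraries alone were set as alternatives before the data were examined, and all other tests of explanations in this part were chosen after the results were seen.

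The effect of ethylene differed between day 1 and day 7, by limma's interaction term, for 112 of 356 genes and 2391 of 16821 merged regions. With median-of-ratios scaling the interaction called 125 genes and 2637 regions, which argues against scaling between libraries as the whole cause. In paired-end libraries alone it called 106 genes and 2029 regions, which argues against a mixture of layouts, with control day 1 then a single library. A swap of a control and an ethylene-treated library is argued against by the correlations over regions, where the lowest r within a group, 0.922, was above the highest between treatments, 0.870. A swap of day labels among control libraries was tested with the 9 other ways to give 2 of the 5 control libraries day 1. The first criterion, that the interaction stay within 1.5 times under all of them, was not met: it called 72 to 113 genes and 1516 to 2871 regions. After this was seen, the criterion was replaced. As the whole cause, a swap would need control fruit that change between the days as ethylene-treated fruit do, where 160 genes and 4263 regions were called, but under the other ways at most 1 gene and 2 regions were called between the days in control fruit. This argues against a swap as the whole cause, and a share of it in the size of the interaction stays open. The time since treatment stays open as a biological explanation and was not tested. The counts fell to 64 genes and 1160 regions without ethylene day 1 A and to 62 genes and 1147 regions without ethylene day 1 C.

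Mba05_g22280.v1.1 had an interaction log2 fold change of -3.86 (standard error 0.228, limma adjusted p = 1.08e-05), with an FPKM of 815 on day 1 and 58.1 on day 7 in ethylene-treated fruit. Mba10_g02630.v1.1 went the other way, with 2.14 (standard error 0.484, limma adjusted p = 0.0110) and an FPKM of 7.70 on day 1 and 40.6 on day 7. This gene is 252 bp long, under the 300 bp limit of the merged regions. Reads shared with similar genes were not tested, since no sequence was used here.

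The paper does not report expression per gene. Over loci of at least 300 bp, the 10 most expressed loci took 18.5% ± 3.32 of the FPKM in ethylene-treated libraries and 8.40% ± 0.882 in control libraries (SD, n = 5 each, two-sided exact permutation test, p = 0.00794, or 0.0563 after Benjamini-Hochberg adjustment over 27 comparisons, which does not pass 0.05), and every ethylene-treated library lay above every control library. Among paired-end libraries the shares were 19.7% ± 2.11 (SD, n = 4) and 8.91% ± 0.520 (SD, n = 3), which argues against the layout (two-sided exact permutation test, p = 0.0571, the smallest that 4 libraries against 3 allow). Over merged regions the ethylene-treated mean was 19.8% ± 3.15 and the control mean 9.10% ± 0.964 (SD, n = 5 each), which argues against loci being split differently by each library's assembly.

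Of the regions among the 10 highest, 4 were shared by all 5 ethylene-treated libraries, and 2 of these were among the 10 highest of no control library. They were singled out after their values were seen. The region on chromosome 9 from 37384449 to 37385409 had an FPKM of 22059 ± 342 in ethylene-treated fruit on day 1 (SD, n = 2), 16648 ± 2353 on day 7 (SD, n = 3), and 67.0 ± 42.5 and 190 ± 21.1 in control fruit on day 1 and day 7. The region on chromosome 10 from 9401233 to 9414365 had 14726 ± 708 and 6360 ± 497 in ethylene-treated fruit and 115 ± 46.3 and 84.4 ± 25.4 in control fruit. In the single-end libraries of day 7 alone, the first region had 13996 with ethylene and 169 without, which argues against the layout. Reads shared between similar genes stay open and were not tested. A response to ethylene also stays open. Both regions were among those fitted, but they were picked for being high with ethylene, so their difference is no separate test of it.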

How the results depend on the processing

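The merged regions, the loci with the same coordinates, and the shares over loci of at least 300 bp were added after seeing the files, and the other alternatives were set before the data were examined. Counts are of calls by limma, and a count is said to hold when it stayed within 1.5 times.

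Over genes, the counts for ethylene on day 1, for ethylene averaged over days and for ripening in ethylene-treated fruit held under all the alternatives set beforehand except the filter of a mean FPKM of at least 5, which left 124 genes to test and called 78, 81 and 84. With that filter ethylene on day 7 called 28, ripening in control fruit 17 and the interaction 56. Without a filter, ripening in control fruit called 13 genes and the interaction 69. Loci with the same coordinates called 1181 (ethylene on day 1), 507 (day 7), 94 (ripening in control fruit), 940 (ripening in ethylene-treated fruit), 1202 (average) and 649 (interaction) of 2136, and merged regions 7050, 2264, 220, 4263, 7674 and 2391 of 16821: more features were tested. Of the called genes that lie in a tested region, 176 of 178 on day 1 and 53 of 53 on day 7 had the same direction as their region, but 53 of the 356 genes had another locus over them in any library, and for the others the region mostly holds the gene alone.

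Ripening in control fruit moved most. With the 2 control groups alone in the fit it called 1 gene and 3 regions. Over regions it called 146 with a mean FPKM of at least 5, 332 with layout as a term and 73 in paired-end libraries alone. The cause was not tested.

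With each library left out in turn, genes called ranged from 37 to 70 for ethylene on day 7, from 11 to 33 for ripening in control fruit and from 62 to 118 for the interaction. Regions ranged from 1365 to 2478 for ethylene on day 7, from 111 to 191 for ripening in control fruit, from 2126 to 4541 for ripening in ethylene-treated fruit and from 1147 to 2355 for the interaction. For ethylene on day 7 the low ends came without ethylene day 7 A (genes) and ethylene day 7 C (regions, with 1367 without ethylene day 7 B), and for control fruit without control day 7 C, with 17 genes without ethylene day 7 B and 124 to 142 regions without each of 6 other libraries. For the last 2 comparisons they came without ethylene day 1 C, with 64 genes, 2150 regions and 1160 regions without ethylene day 1 A. A library left alone in its group is assumed to vary like the other groups.

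With the replicate letters as a replicate block, the genes called were 178, 49, 16, 161, 175 and 85 for ethylene on day 1, on day 7, ripening in control and in ethylene-treated fruit, the average and the interaction, and with the label numbers 187, 50, 12, 153, 183 and 97. Ripening in control fruit gave 133 and 116 regions. For ethylene on day 7 over genes, where every same-letter pair correlated above 0.1, the block changed the call of Mba10_g03320.v1.1 and of no other named gene. Over all comparisons, deviations from the group means correlated above 0.1 for 6 of 12 same-letter pairs over genes and 5 of 12 over regions. Among pairs of different letters, 6 of 25 over genes and 4 of 25 over regions did so.

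Scaling changed directions more than counts. Median-of-ratios scaling moved the split of higher and lower regions from 2877 and 4173 to 3733 and 3348 for ethylene on day 1, from 3064 and 4610 to 3845 and 3633 for the average and from 1398 and 993 to 1247 and 1390 for the interaction. Quantile normalization kept more lower than higher regions for ethylene on day 1 (3142 and 3328) and for the average (3281 and 3956). Median-of-ratios scaling also turned the excess for ripening in ethylene-treated fruit (regions from 2412 and 1851 to 2176 and 2385, genes from 89 and 71 to 78 and 90), and over genes for ethylene on day 1 (from 91 and 97 to 109 and 95) and the interaction (from 63 and 49 to 62 and 63). Quantile normalization turned the genes for the average from 99 and 82 to 90 and 99. It kept more higher than lower calls for ripening in ethylene-treated fruit (76 and 72 genes, 1905 and 1817 regions). Quantile normalization moved the genes for ethylene on day 7 from 47 and 9 to 44 and 34, with the median of all genes going from 0.01 to -0.21. Those for ripening in control fruit went from 7 and 19 to 12 and 17. The filter and the pseudocount turned some excesses too. Without a filter, genes split into 130 higher and 92 lower for ethylene on day 1 and 61 and 105 for ripening in ethylene-treated fruit. The interaction then gave 31 and 38 genes, while the average kept its excess, with 143 and 76. With a pseudocount of 5 the interaction gave 47 and 56 genes, and 1110 and 1115 regions.

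Single-end against paired-end libraries gave 5 genes and 302 regions, and 2 and 75 without a filter. Its split of higher and lower regions went from 209 and 93 to 59 and 148 with median-of-ratios scaling and 92 and 160 with quantile normalization, and that of genes from 4 and 1 to 4 and 2 with the latter.

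The median number of loci per library, counted by identifier, was 28393 at an FPKM of at least 1, 39046.5 above 0, 36752.5 at 0.1 and 12316 at 5. The median share of FPKM in the 10 most expressed genes was 66.5% over all loci, 11.4% over loci of at least 300 bp and 12.5% over merged regions. The median correlation of replicates over genes was 0.922 by Pearson and 0.873 by Spearman.

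Restriction to genes with an OK status and removal of repeated identifiers changed nothing to test, since no annotated row failed and none was repeated, and the gene classes were not run.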

Differences from the paper's values

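The paper's Table 2 gives a number of transcripts detected for each library. The number of loci with an FPKM of at least 1, counted by identifier, differed from it in all 10 libraries. The paper's value and the counted value were 32937172 against 32966 in control day 1 A, 37776907 against 30390 in control day 1 B, 32377792 against 35370 in control day 7 A, 32627611 against 30316 in control day 7 B, 37339078 against 26470 in control day 7 C, 29968128 against 23919 in ethylene day 1 A, 37161983 against 26064 in ethylene day 1 C, 31245382 against 33153 in ethylene day 7 A, 37815595 against 24325 in ethylene day 7 B and 33533434 against 24716 in ethylene day 7 C. Under all 3 alternative thresholds set before the data were examined (FPKM above 0, at least 0.1 and at least 5), the values still differed in all 10 libraries, with counts of 11371 to 44854. The tables held at most 53992 rows, so no threshold on their rows can reach the paper's values.

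The paper's text gives 37776907 as the upper end of its transcripts detected, and its Table 2 gives a higher value, 37815595, for ethylene day 7 B.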

Other observations

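The tests of explanations in this part were chosen after the results were seen.

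The column of transcripts detected in the paper's Table 2 was set against its mapped share multiplied by the column of Table 1 headed Total Nucleotides. The 2 differed by at most 0.154% over the 10 libraries. This is consistent with the column holding mapped reads. The column headed Total Reads is 302 to 303 times the column headed Total Nucleotides. The paper's abstract gives 34565252 to 44752129 total reads, the lowest and highest values of the column headed Total Nucleotides. The 2 headings therefore appear exchanged, and no other explanation was tested.

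The 30 bp locus on chromosome 6 had an FPKM of 8339530 in control day 1 B and 9221 in the single-end control day 1 A. A locus of 29 bp in control day 7 B and one of 31 bp in control day 7 C, with ends within 1 bp of it, had 8848850 and 11353700. A value of 1 fragment was worth 700236 FPKM in control day 1 B and 419 in control day 1 A. Over the 2 to 6 loci under 100 bp of each library, the median FPKM per fragment was 18.3 to 20.9 in the single-end libraries and 471 to 357700 in the paired-end ones. These values fit the hypothesis that the FPKM per fragment of very short loci depends on the layout. More fragments in the paired-end libraries are argued against, since the bounds correspond to 11.9 fragments in control day 1 B and 22.0 in control day 1 A, if they follow counting error. No biological explanation was tested.

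Between the authors' tables and the RefSeq table of the organism, gene spans on chromosomes 7 and 10 did not coincide. Pairs of genes with a length found once on the chromosome lay in the reversed order for 99.7% of pairs on chromosome 7 and 99.2% on chromosome 10. These values fit the hypothesis that both sequences were turned round between the builds. Exchanged names are argued against, since 0% of the spans were found on another chromosome.

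Other splits of the samples bear on whether chance can be excluded. For ethylene on day 7, 1 of 10 splits of the 6 libraries, the real one, called as many as 56 genes, and 1 of 10 as many as 2264 regions, with 1 and 2 the next largest counts. Of these splits, 4 part all same-letter pairs, and the 3 others among them called 0 genes. A count of 10 splits cannot give a share under 0.05, so by itself it cannot exclude chance. For ethylene averaged over days, 1 of 60 splits within the days called as many as 181 genes, with 138 the next largest. For regions, 1 of 60 called as many as 7674, with 5350 the next largest. Chance can be excluded if all libraries of a day can be exchanged. These splits were not limited to those that part same-letter pairs. Whether the letters pair the day 7 libraries over genes is not settled, so for genes that condition is in doubt. For single-end against paired-end libraries, the 18 choices of 1 library from each of the 3 groups that hold a single-end library were fitted. As many as 5 genes were called by 1 of them, with 2 the next largest, and as many as 302 regions by 1, with 1 the next largest, but 18 choices cannot give a share under 0.05 either. Of 98 choices of any 3 libraries that were fitted, most of which do not spread over the groups in this way, 2 called at least 5 genes, with 6 the most besides the real one, and 1 at least 302 regions, with 6 the next largest.

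Of 10414 loci listed under an annotated identifier in some libraries and an assembled name in others, 5582 had a higher mean FPKM under the assembled name and 3795 under the annotated one. The medians were 0.264 and 0.158.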
